A study of Mus musculus with 16 samples. Its data were reported in "Hepatic lipocalin 2 promotes liver fibrosis and portal hypertension" (2020).

How the data were processed

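RNA from mouse liver was measured on 16 Agilent 1-colour arrays, 1 array per animal. The animals were male BALB/c mice, an inbred laboratory strain, aged 6 to 8 weeks, either wild type (WT) or lacking the Lcn2 gene (Lcn2−/−). CCl4, a solvent that liver cells convert to a toxic radical and that scars the liver when given repeatedly, was injected 2 times per week for 4 weeks at 0.5 ml/kg. Livers were taken 48 h after the last dose, and control mice received corn oil. Groups and replicate numbers came from the titles of the samples. There were 4 WT control, 3 Lcn2−/− control, 5 WT CCl4 and 4 Lcn2−/− CCl4 arrays.

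The authors labelled the RNA with Cy3, hybridised it and ran the scanner's image software, and per the file headers each file holds 1 array's spot intensity values on a linear scale. These deposited intensity values are not normalized between arrays. The processed signal used here is the intensity after the software's own background subtraction and detrending. The authors also deposited a table of log2 values for the same arrays. Set against the scanner values, that table was log2 of the median spot signal minus the median local background, quantile normalized, for 99.93% of values within a tolerance of 0.05. All of its columns belonged to 1 of the samples. It was used as an alternative.

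Each array has 62976 spots. The 3671 control spots and the spots marked as outliers by the image software were left out. The log2 processed signal of the 59305 gene spots was quantile normalized between arrays, as the study's methods name. The spots of 1 probe were averaged, which gave 55681 probes, and 121 probes with no unmarked spot on some array were dropped. Probes well above background on at least 3 arrays, the size of the smallest group, were tested. That left 33014 probes, of which the probe with the highest mean over all arrays was taken for each gene symbol, giving 24357 genes. Accessions in the files were paired with gene symbols through a RefSeq table of assembly GRCm38.p6, used for names alone. It matched 29561 gene spots (49.8%) and 61% of the genes tested, and the file's own name was kept for the others. Positions are those of the probes in the files, on the mm9 build. Whether a probe lies in an exon or a UTR was not analysed here.

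Depth on an array is signal over background. Between 51.6% and 60.9% of spots were well above background, and the 75th percentile of the processed signal ranged from 842 to 2067. The number of saturated gene spots was 0. The number of arrays limits the precision. The SD of the difference between 2 spots of a probe on an array was 0.105 on the log2 scale, against 0.47 to 0.842 between 2 arrays of a group, and r between arrays of a group ranged from 0.9736 to 0.9916 across genes. No pair of arrays was close enough to be a duplicate. Of the Y-linked genes, 1 probe each of Ddx3y, Eif2s3y and Uty was well above background on 16 arrays, a second Uty probe on 15 and the Kdm5d probe on 1, while the 2 Xist probes were so on 0 and 2 arrays.

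Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes), with 1 model over the 4 groups and no term for slide or replicate number. The 5 contrasts were the CCl4 response in WT, the CCl4 response in Lcn2−/−, Lcn2−/− against WT under CCl4, Lcn2−/− against WT in controls, and the interaction, the Lcn2−/− response minus the WT response. Adjusted p is after Benjamini-Hochberg within a contrast, and genes with adjusted p under 0.05 count as differentially expressed, with no minimum fold change. The size of the Lcn2−/− response relative to WT was the slope of the major axis through the origin, over genes past the same threshold for the mean of both responses. Exact permutation tests were two-sided. Where a probe was not well above background on any array of a group, the fold is given as a bound, the brighter group's mean against, per array, the higher of the lowest signal among probes well above background and the probe's own signal.

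Gene sets were tested with camera (inter-gene correlation 0.01) over 24 lists and the 5 contrasts, 120 tests adjusted together, with fry, camera with estimated correlation, and Fisher's exact test of the overlap with the 2000 most raised and 2000 most lowered genes as alternatives. The lists were written before the data were examined. They cover collagens, ECM glycoproteins, integrins, matrix turnover, stellate cell and myofibroblast genes, cell cycle, the endothelin system, chemokines and their receptors, neutrophils, macrophages, lymphocytes, cholangiocytes, acute phase, interferon response, cytochrome P450 and drug metabolism, amino acid metabolism, solute carriers, CCl4 activation, immediate early and stress genes, the circadian clock, and pancreas, adipose, muscle and erythroid genes as possible admixture.

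Genes are named by a rule fixed before the data were examined, as were the models, the list of study genes and the alternatives except those said below to be added. Named are 16 genes that the study's text discusses, Lcn2 included, and per contrast the 3 genes with the largest rise and the 3 with the largest fall. The latter had to be past the threshold, have a gene symbol, have values that did not overlap between the groups, and be well above background on every array of the brighter group. Other genes named were chosen after their values were seen, and this is said beside them.

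The arrays lie on 2 slides of 8 arrays, in an upper and a lower tier of 4 columns each. Slide 1 holds both control groups and 1 WT CCl4 array, and slide 2 holds the other CCl4 arrays. Within a slide, all Lcn2−/− arrays and 1 WT CCl4 array lie in the lower tier, and the other WT arrays lie in the upper tier. Slide was tested as a fixed and as a random block. Replicate numbers are shared between groups, and the correlation of same-numbered arrays' deviations from their group means was checked over genes. The 3 pairs of WT and Lcn2−/− controls correlated at 0.233, 0.368 and 0.552. Across numbers, WT control 1 correlated at 0.302 with Lcn2−/− control 2, and WT control 2 at 0.121 with Lcn2−/− control 1. The numbers may therefore pair these groups, but this is not settled for replicates 1 and 2. Each same-numbered pair of controls shares a column of slide 1, which is where a pairing would come from as far as the files show. Over all 21 same-numbered pairs the median was 0.0262 and 6 pairs exceeded 0.1, so no other combination of groups was taken as paired.

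Alternatives were 75th percentile scaling, normexp background correction (offset 50), the authors' deposited log2 values, other filters on dim probes, slide and replicate blocks, array weights, a variance trend with a robust fit, every probe on its own, a 2-fold minimum, models of only the groups compared, WT subsets of the same size as Lcn2−/−, each array left out in turn, and other probes of a gene. Blocks for the tier of the slide and for slide with column, and fits without the top rows of the array or without chromosomes 2 and 5, were added after the data were seen.

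The steps were tested on simulated data, with 200 of 24357 genes changed, in 10 runs. For the WT response 79.8% of the changed genes and 91.6% of those changed 4-fold or 8-fold were found, with a mean of 11 unchanged genes, and 0.1 with none changed. For the Lcn2−/− response 58.4% were found, with a mean of 6.2 unchanged genes. For Lcn2−/− against WT under CCl4 16.8% were found, with 2.5 unchanged. For the interaction 2.5% were found, with 0.4 unchanged, so the design detects few interactions of the sizes simulated. A simulated slope of 0.7 came back as 0.686 to 0.75. Collagens shifted by −0.5 were found lower in 10 runs, and the mean number of camera tests past the threshold with none changed was 0. The simulated genes varied independently of each other. On the real arrays, regrouped arrays gave a median of 9, 7, 5, 9.5 and 8 camera sets for the 5 contrasts in the order above, adjusted within a contrast. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.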

Results

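To ask how the loss of Lcn2, which encodes the secreted protein lipocalin 2, changes the liver's response to repeated CCl4 injury, the transcriptome was compared between WT and Lcn2−/− livers with and without CCl4. There were 4 WT control, 3 Lcn2−/− control, 5 WT CCl4 and 4 Lcn2−/− CCl4 arrays, each from 1 animal. Between 51.6% and 60.9% of spots were well above background, and 24357 genes were tested. Values are log2 of the quantile-normalized signal, given as mean ± SD over the arrays of a group, and adjusted p values are from limma after Benjamini-Hochberg.

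Lcn2 was examined first because it tests the genotype labels. Its probe (chromosome 2, 32240199 to 32240258, mm9) measured 15.16 ± 1.66 in WT control (n = 4), 14.88 ± 0.958 in WT CCl4 (n = 5), 11.02 ± 0.533 in Lcn2−/− control (n = 3) and 11.56 ± 0.694 in Lcn2−/− CCl4 (n = 4). Every Lcn2−/− array, between 10.47 and 12.25, lay below every WT array, between 13.79 and 17.57. The Lcn2−/− signal was still well above background on every array. Lcn2 fell by 3.32 (SE 0.668, limma adjusted p 0.0401) under CCl4 and fell by 4.14 (SE 0.76, limma adjusted p 0.0213) in controls. The exact permutation p under CCl4 was 0.00794, the smallest that the 126 splits allow. Both adjusted values lie close to the threshold. Under CCl4, 13 of the 16 fits without 1 array no longer passed, with limma adjusted p values over the 16 from 0.00381 to 0.109. In controls 2 of the 16 no longer passed, those without Lcn2−/− control 1 (0.118) and without Lcn2−/− control 2 (0.0756). With replicate number as a block the adjusted p in controls was 0.0643. The CCl4 response of Lcn2 in WT fell by 0.27 (limma adjusted p 0.825). It rested on WT control 3, the array at 17.57, without which it was a rise of 0.53 (limma adjusted p 0.502).

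**Figure D1:**
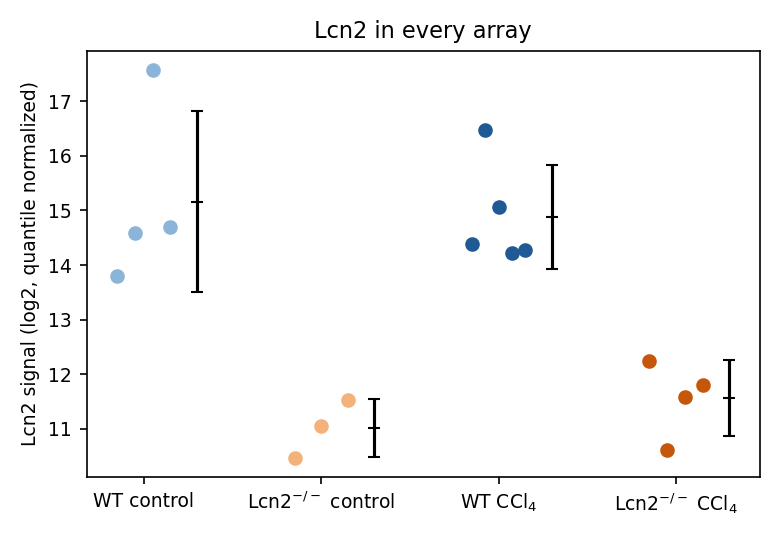
Log2 normalized signal of the Lcn2 probe on each of the 16 arrays, with points for arrays and, beside them, the group mean with its SD. All Lcn2−/− arrays sit at or below 12.25 and all WT arrays at or above 13.79.

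In the principal component analysis of all genes tested, component 1 held 40.1% of the variance and component 2 held 11.9%. CCl4 and control arrays separated along component 1. Within each genotype, WT control 3 and Lcn2−/− control 3 lay nearest the CCl4 arrays among the controls. On genes differentially expressed by at least 2-fold without the array in question, where 0 is the control level and 1 the CCl4 level, their median positions were 0.46 and 0.36, against −0.15 to 0.044 for the other controls.

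**Figure D2:**
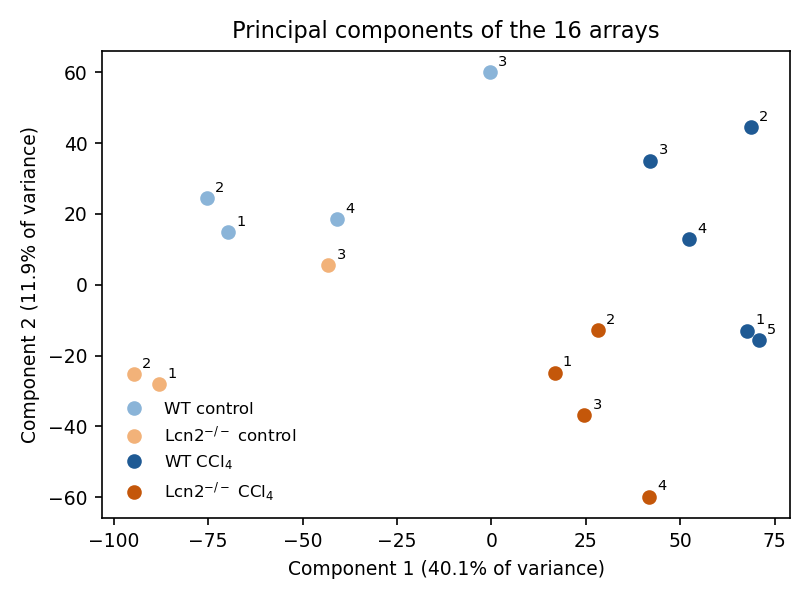
Principal components 1 (40.1% of variance) and 2 (11.9%) of the log2 normalized signal of the genes tested, with 1 numbered point per array (the replicate number) and the groups by colour. Control and CCl4 arrays separate along component 1.

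The response to CCl4 was measured in each genotype. In WT, 4094 genes (16.8%) were differentially expressed, 1951 higher and 2143 lower, and 1887 of them changed at least 2-fold. The alternative that changed this count by the largest ratio was slide as a fixed block, with 1302 genes, where WT CCl4 1 alone separates treatment from slide. Of the 4094 genes, 99.9% kept their direction with slide as a block. Array weights gave 7054 genes. Leaving out WT control 1 gave 2498 genes, and leaving out WT control 3 gave 5110. Scaling to the 75th percentile gave 5139 genes, of which 30.7% were higher, against 47.7% after quantile normalization. That scaling put the median of all genes at −0.16 in WT and at −0.14 in Lcn2−/−, so the balance of raised and lowered genes is relative to the normalization.

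In Lcn2−/−, 2968 genes (12.2%) were differentially expressed, 1601 higher and 1367 lower, and 1602 of them changed at least 2-fold. With slide as a fixed block the count was 425, and without Lcn2−/− control 2 it was 1683. Under 75th percentile scaling it was 3249, with 36.3% higher against 53.9%. The WT and Lcn2−/− groups differ in size. WT subsets of 3 control and 4 CCl4 arrays gave a median of 2492.5 genes over the 20 choices, from 1936 to 4837, and 8 of the 20 gave more genes than Lcn2−/− in the same model.

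By the naming rule, the largest rises in WT were in Thbs4, at least 110-fold (11.68 ± 0.64 under CCl4, not well above background in any control, limma adjusted p 1.01e-05), Gpnmb, by 7.10 (SE 0.564, limma adjusted p 2.89e-06), and Mmp12, by 6.18 (SE 0.701, limma adjusted p 4.44e-05), with 2 of 4 control arrays well above background. Susd4 fell by 6.66 (SE 0.315, limma adjusted p 3.35e-08) and Slc1a2 fell by 6.45 (SE 0.425, limma adjusted p 1.01e-06). Irx1 fell at least 15.8-fold, from 8.74 ± 0.318 to a signal not well above background on any CCl4 array (limma adjusted p 2.42e-12). In Lcn2−/− the largest rises were in Gpnmb, at least 278-fold, H19, by 7.03 (SE 0.733), and Mmp12, at least 24.7-fold. Their limma adjusted p values were 7.1e-07, 4.05e-05 and 0.000175. Irx1 fell at least 26.5-fold, Susd4 fell by 5.86 and Moxd1 fell at least 25.4-fold, with limma adjusted p values of 1.3e-12, 4.83e-07 and 0.00155. The values of each of these genes did not overlap between the CCl4 and control arrays of that genotype. Of the 6 other H19 probes, 5 were also higher under CCl4 in Lcn2−/−, and 1 was not well above background on any array. The other Mmp12 probe, well above background on 6 of 16 arrays, passed in neither genotype (limma adjusted p 0.159 in WT and 0.647 in Lcn2−/−). With slide as a fixed block the limma adjusted p in Lcn2−/− was 0.067 for Mmp12, 0.251 for Moxd1 and 0.267 for Thbs4. Thbs4 rose at least 6.36-fold in Lcn2−/−, with a SD of 2.5 among the 4 CCl4 arrays. Its interaction had an adjusted p of 1 in limma, and −4.68 with a limma adjusted p of 0.0137 without Lcn2−/− CCl4 2.

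The responses of the genotypes were then set against each other. Of the genes differentially expressed, 2120 were shared, and 2118 of these moved the same way. Among the 1974 genes past the threshold in WT alone, 96.3% had the same direction in Lcn2−/−, and among the 848 in Lcn2−/− alone, 94.8% had the same direction in WT. Across all genes, which are not independent replicates, Pearson's r was 0.816 and Spearman's rho 0.747. The slope of the Lcn2−/− response on the WT response was 0.984 over 7399 genes, where 1 is an equal size, and it was 1.02 for raised and 0.93 for lowered genes. Over these genes the median absolute change was 0.659 in WT and 0.664 in Lcn2−/−. The slope ranged from 0.862 without WT control 3 to 1.12 without Lcn2−/− control 3. The median SE was 0.195 in WT and 0.223 in Lcn2−/−, 13.9% larger.

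**Figure D3:**
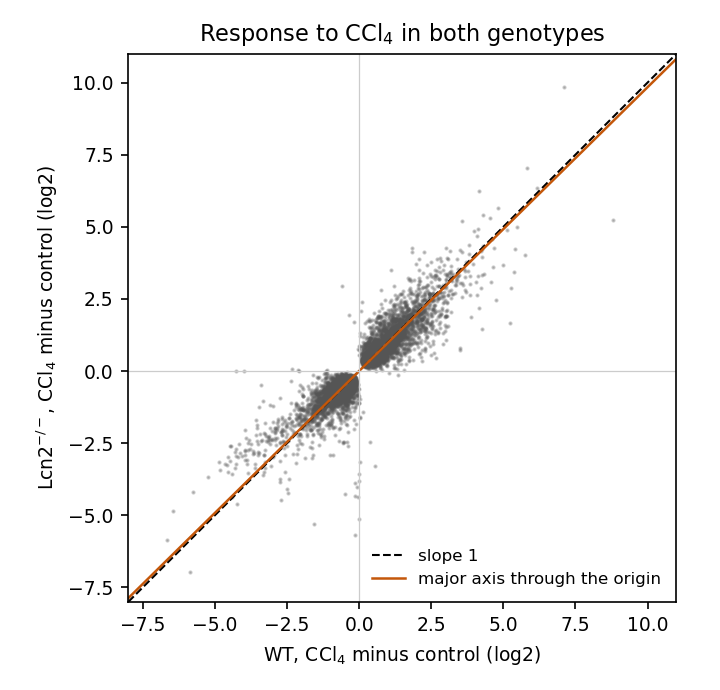
Log2 change after CCl4 in Lcn2−/− (y axis) against WT (x axis), with 1 point for each of the 7399 genes past the threshold for the mean of both responses. The solid line is the major axis, with a slope of 0.984, and the dashed line marks equal responses.

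The interaction asks directly whether the response differs between genotypes. It was past the threshold for 13 genes by limma, 5 higher and 8 lower, and 811 genes had an unadjusted p under 0.05, fewer than the 1218 that chance alone gives. Without Lcn2−/− CCl4 4 there were 8. Of the 13, 7 are probes in rows 3 to 8 of an array of 384 rows, where dim control spots were also raised on arrays in the lower tier of a slide, Lcn2−/− CCl4 arrays included. Without the probes in the top 20 rows, 3 genes were left. The gene the naming rule gives is Gpat3 (chromosome 5, 101328054 to 101328113, mm9). It measured 13.69 ± 0.0904 in WT control, 13.50 ± 0.0597 in WT CCl4, 10.07 ± 0.331 in Lcn2−/− control and 11.76 ± 0.113 in Lcn2−/− CCl4. Its interaction was 1.89 (SE 0.177, limma adjusted p 0.000299).

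**Figure D4:**
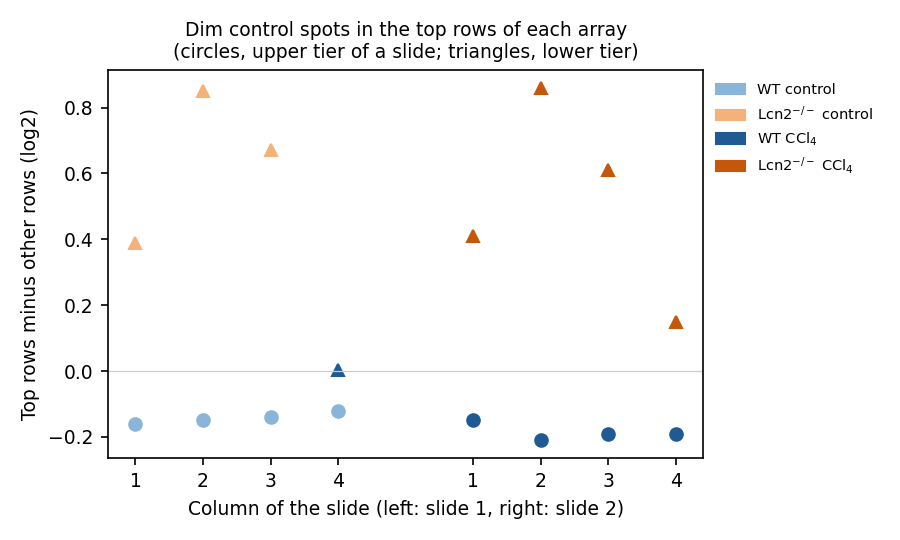
Signal of dim control spots in the top rows of the array relative to the rest of the array (log2), with 1 point per array by its column on slide 1 or 2, circles for the upper and triangles for the lower tier of a slide, and groups by colour. Arrays in the upper tier lie between −0.21 and −0.12, and arrays in the lower tier between 0.0037 and 0.86.

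The genotypes were compared under CCl4 and in controls. Under CCl4, 155 genes (0.636%) differed, 74 higher and 81 lower in Lcn2−/−, and 105 of them at least 2-fold. Leaving out Lcn2−/− CCl4 3 gave 76 genes. In controls, 129 genes (0.53%) differed, 58 higher and 71 lower, and 109 of them at least 2-fold. Array weights gave 1270 genes in controls. The 2 lists shared 57 genes, all with the same direction. Of the 155 genes under CCl4, 150 (96.8%) had the same direction in controls and 2 were past the threshold for the interaction. Genes that differed in controls lay on chromosomes 2 and 5 more often than other genes tested. Chromosome 5 held 25 of them (odds ratio 4.52, Fisher's exact p 1.25e-08), and chromosome 2 beyond 20 Mb of Lcn2 held 18 (odds ratio 2.76, Fisher's exact p 0.000319). Leaving out the genes of both chromosomes gave 43 genes under CCl4 and 64 in controls.

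**Figure D5:**
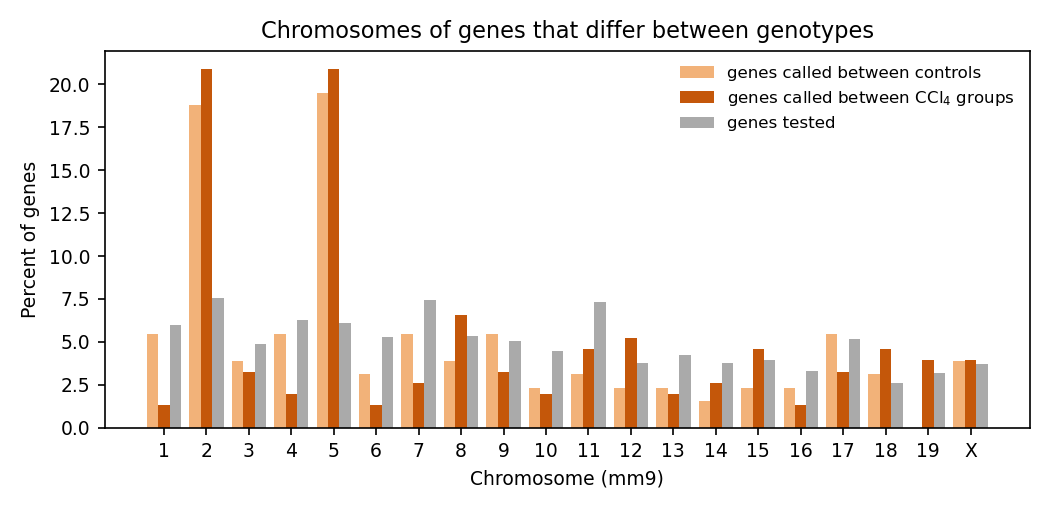
Percentage of the genes tested and of the genes that differed between Lcn2−/− and WT, in controls and under CCl4, that lie on each chromosome (mm9). Chromosomes 2 and 5 hold larger shares of the genes that differed than of the genes tested.

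By the naming rule, Oas1a and Oas1f, close together on chromosome 5, were the most raised in Lcn2−/−. Under CCl4, Oas1a (121346735, mm9) was at least 767-fold higher (14.34 ± 0.231 against a signal not well above background on any WT array, limma adjusted p 1.4e-08), and Oas1f was higher by 7.39 (SE 0.416, limma adjusted p 2.06e-07), with 4 of 5 WT arrays well above background. In controls, Oas1a was higher by 8.98 (SE 0.551, limma adjusted p 4.31e-07), with 1 of 4 WT arrays well above background, and Oas1f by 6.97 (SE 0.474, limma adjusted p 1.51e-06), with 2 of 4. Olfr1033 on chromosome 2 was at least 14.2-fold higher under CCl4 and at least 11.4-fold higher in controls, with limma adjusted p values of 4.78e-08 and 2.45e-07. Besides Lcn2, the genes lowest in Lcn2−/− were Adamts13 and Ccdc173 under CCl4, and Adamts13 and Gpnmb in controls. The Adamts13 probe tested (chromosome 2, 26852318 to 26852377, mm9) fell by 2.66 under CCl4 (SE 0.266, limma adjusted p 0.000117) and was at least 11.1-fold lower in controls (limma adjusted p 4.77e-06). The other Adamts13 probe (26862185 to 26862244) was not well above background on any WT array and was at least 12.8-fold higher in Lcn2−/− under CCl4 and at least 7.9-fold higher in controls, so the probes of this gene went opposite ways. Ccdc173 was at least 3.25-fold lower under CCl4 (limma adjusted p 0.00014). Gpnmb was at least 4.09-fold lower in controls (limma adjusted p 0.0132). Replicate number as a block links same-numbered CCl4 arrays as well as controls, so it is not a paired test of the controls alone. With that block the limma adjusted p of Gpnmb in controls was 0.104. Without Lcn2−/− control 2 it was 0.0692, without Lcn2−/− control 3 it was 0.0607, and with normexp correction it was 0.171. None of these genes overlapped between the genotypes in the groups named.

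Of the 16 genes that the study's text discusses, Lcn2 included, 15 were tested. Ece2 was well above background on 1 array and was left out. Past the threshold over all genes tested were 4 in WT, 5 in Lcn2−/−, 2 between genotypes under CCl4, 2 in controls and 0 by interaction. In both comparisons of genotypes the 2 genes were Lrp2 and Lcn2, the deleted gene itself. Adjusted over the list alone the numbers were 7, 7, 4, 5 and 0. At an unadjusted p under 0.05, 1 of the 15 genes, Ednrb, had an interaction in limma (0.76, SE 0.24, p 0.0066). The list was taken from the study's text, which draws on the same arrays, so the counts over the list alone are not independent evidence. The WT response was higher for 11 and lower for 4 of the genes, and the Lcn2−/− response higher for 13 and lower for 2.

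Col1a1, the gene of the main fibrillar collagen chain, rose by 3.49 in WT (SE 0.453, limma adjusted p 0.000133) and by 4.21 in Lcn2−/− (SE 0.515, limma adjusted p 0.000144). With slide and column together as a block the rises were 3.64 and 4.40 and no longer passed the threshold. In that fit only 1 column holds both treatments, with WT control 4 (12.03) and WT CCl4 1 (15.66). That pair of arrays alone sets the WT rise and enters the Lcn2−/− rise, so the lost calls do not show that the rises are absent. The interaction was 0.72 (SE 0.686, limma adjusted p 1). Its level under CCl4 was lower in Lcn2−/−, by −0.99 (14.70 ± 0.417 against 15.69 ± 0.507, limma adjusted p 0.358, exact permutation p 0.0317), and that in controls by −1.71 (limma adjusted p 0.229). Over the list alone the limma adjusted p was 0.138 under CCl4 and 0.019 in controls. With array weights the Col1a1 difference in controls was −1.31 and passed (limma adjusted p 0.0406). Mmp2 rose by 3.82 in WT and 4.38 in Lcn2−/− (SE 0.243 and 0.277, limma adjusted p 8.02e-07 and 5.1e-07). Acta2 changed by 0.36 and 0.39 (limma adjusted p 0.618 and 0.659), which was within the spread between arrays. Timp1 rose by 1.56 and 1.51 without passing the threshold (limma adjusted p 0.0812 and 0.157), and passed in both with array weights (0.0176 and 0.0468). Without WT control 3 the rise in WT was 2.24 (limma adjusted p 0.00333).

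Of the endothelin genes, Edn1 rose by 1.11 in WT (SE 0.207, limma adjusted p 0.00207, 3 of 4 control arrays well above background) and at least 1.33-fold in Lcn2−/− (limma adjusted p 0.0033), where no control array was well above background. With slide as a fixed block the limma adjusted p values were 0.174 and 0.291. Under CCl4 Edn1 was lower in Lcn2−/− by −0.78 (5.93 ± 0.402 against 6.71 ± 0.208). The limma adjusted p was 0.122 over all genes and 0.00977 over the list alone, and all 4 Lcn2−/− arrays lay below all 5 WT arrays (exact permutation p 0.00794). Without Lcn2−/− CCl4 4 the difference was −0.97 (limma adjusted p 0.0478). In controls, where no Lcn2−/− array was well above background, Edn1 was at least 1.06-fold lower in Lcn2−/− (limma adjusted p 0.127 over all genes and 0.00763 over the list alone). With array weights both differences passed (limma adjusted p 0.0367 under CCl4 and 0.00659 in controls). The Edn1 interaction was 0.14 (limma adjusted p 1). Ednra rose by 0.49 in WT (limma adjusted p 0.0304) and by 0.81 in Lcn2−/− (limma adjusted p 0.00462). The WT call was lost in 6 of the 16 fits without 1 array, with a limma adjusted p of up to 0.117. Ednrb rose by 0.41 in WT (limma adjusted p 0.0966) and 1.17 in Lcn2−/− (limma adjusted p 0.000838), and the adjusted p of its interaction was 1 over all genes and 0.099 over the list alone. With slide as a fixed block the limma adjusted p of Ednra was 0.311 in WT and 0.218 in Lcn2−/−, and that of Ednrb in Lcn2−/− was 0.112. The other Ednrb probe rose by 0.83 in Lcn2−/− (limma adjusted p 0.0914). The rise of Ednrb in WT passed with array weights (0.46, limma adjusted p 0.0289). It also passed in 1 of the 16 fits without 1 array, that without WT CCl4 5 (limma adjusted p 0.0462). Lrp2, on chromosome 2 and coding for a receptor of lipocalin 2, was higher in Lcn2−/− by 2.18 under CCl4 (SE 0.455, limma adjusted p 0.0473) and 2.53 in controls (SE 0.518, limma adjusted p 0.047). The first call was lost in 13 and the second in 12 of the 16 fits without 1 array, with limma adjusted p values of up to 0.143 and 0.21, and with the replicate block the second was 0.0906. Tgfb1, Hif1a, Agt, Ece1, Slc22a17 and Slc22a7 did not pass the threshold over all genes in any contrast, though Tgfb1 and Agt passed in both responses with array weights.

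Gene sets asked whether matrix genes and other programmes moved as groups. By camera, 50 of the 120 tests were past the threshold. Fry gave 16, of which 13 were among the 50 with the same direction, and Fisher's overlap test gave 28, of which 23 were. Camera with the correlation estimated from the data gave 0, with a lowest adjusted p of 0.0647 and 13 tests at an unadjusted p under 0.05. The 31 collagens rose by a mean of 1.25 in WT (26 higher, 5 lower, camera adjusted p 1.76e-10, fry 1.52e-06) and 1.14 in Lcn2−/− (25 higher, 6 lower, camera 2.84e-08, fry 5.54e-06). The 55 ECM glycoproteins rose by 1.30 and 1.29 (camera 8.59e-22 and 8.14e-23, fry 6.34e-06 and 9.39e-06). The mean interaction was −0.11 for collagens (camera adjusted p 0.621) and −0.0054 for ECM glycoproteins, whose median of 0.0764 and camera direction were up (camera adjusted p 0.24). Under CCl4, collagens were lower in Lcn2−/− by a mean of −0.333 (25 of 31 lower, camera adjusted p 0.00458, fry 0.0736), and in controls by −0.223 (20 of 31 lower, camera 0.0455, fry 0.168). ECM glycoproteins were lower by −0.319 and −0.314 (camera 0.000201 and 1.26e-07, fry 0.179 and 0.105). The 102 cell cycle genes were lower by −0.699 under CCl4 and −0.655 in controls, 94 of 102 lower in each (camera 7.01e-12 and 1.21e-10, fry 0.249 and 0.346). Single arrays carried part of these differences. The set mean was 10.51 on WT CCl4 1, against 8.85 to 9.64 on the other WT CCl4 arrays. It was 9.67 on WT control 3, against 8.45 to 8.61 on the other WT controls. Lcn2−/− control 3, at 8.85, was likewise the highest of its group.

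For the mean over a set on each array, the exact permutation p under CCl4 was 0.0317 for collagens, 0.0556 for ECM glycoproteins and 0.0476 for cell cycle genes. In controls these exact permutation p values were 0.0857, 0.0571 and 0.257, where the 35 splits allow 0.0286 at the lowest. Within the 3 pairs of controls each of these sets was lower in Lcn2−/− in 3 of 3, where the smallest exact p is 0.25.

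The remaining sets can be summarised. In both genotypes CCl4 raised integrins, matrix turnover, stellate and myofibroblast, cell cycle, chemokine, macrophage and immediate early genes by camera. It also raised neutrophil and CCl4 activation genes past the threshold in WT (adjusted p 0.00388 and 0.0254), and endothelin system and amino acid metabolism genes in Lcn2−/− (0.00823 and 0.000492). The camera adjusted p of the interaction for these 4 sets was 0.0744, 0.22, 0.0365 and 0.00201. Under CCl4, 9 sets were lower in Lcn2−/− and 7 of these were lower in controls too, which was 3 without WT control 3. The other 2 were neutrophil and interferon response genes. Drug metabolism, amino acid metabolism and clock genes were higher in Lcn2−/− under CCl4 (camera adjusted p 0.0234, 0.000201 and 0.0427). In controls, lymphocyte and endothelin system genes were lower in Lcn2−/− (camera adjusted p 0.00201 and 0.0142), and clock and pancreas genes were higher (0.00388 and 0.0481). The cholangiocyte, acute phase, solute carrier, adipose and muscle sets passed in no contrast by camera. With replicate number as a block, integrins, cholangiocyte and acute phase genes became lower past the threshold in controls (camera adjusted p 0.0161, 0.0309 and 0.0492) and pancreas genes no longer differed (0.0533). By interaction, 5 sets passed by camera, none of them by fry or with estimated correlation. Of these, only amino acid metabolism genes also passed by Fisher's overlap test (adjusted p 0.00235).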

Values the study reported

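The study reported that CCl4 raised 1,346 genes in WT and 1,067 in Lcn2−/− mice. It reported 991 genes lowered in WT and 562 in Lcn2−/− mice.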

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

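The tests of the top rows of the array, of the fits without 1 array for gene sets, and of other splits for gene sets were chosen after the result was seen, while the other splits for the count of interaction genes were planned.

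The interaction of genotype and CCl4 was past the threshold for 13 genes, which drew attention because it means that the response differs between genotypes. Of 100 draws of the genotype labels within treatment, 3 gave as many genes, the real one included, a share under 0.05. The other 2 draws gave 187 and 2263 genes, far more than the real labels, and the larger exchanged the labels of controls alone, with Lcn2−/− control 3 and WT controls 3 and 4 as 1 group. The draws take no account of the columns of the slides, so the share does not exclude chance for the count. With slide and column as a block 3 genes passed. Of the 13 genes, 7 have their probes in rows 3 to 8 and columns 74 to 123 of an array of 384 rows and 164 columns, against 5.9% of the genes tested in the top 20 rows (odds ratio 18.7, Fisher's exact p 3.06e-06). These 7 genes were brightest in Lcn2−/− controls, with means of 7.01 to 8.99, and raised signal at the upper edge of arrays in the lower tier of a slide may contribute. The Lcn2−/− CCl4 arrays showed as large an excess at this edge in control spots, 0.15 to 0.86 against 0.39 to 0.85 in Lcn2−/− controls, yet the 7 genes had means of 2.89 to 5.13 there. A rise shared by all spots at the edge would affect both groups and so does not by itself give an interaction. A fault local to this edge on slide 1 and a difference in Lcn2−/− controls cannot be told apart, because the Lcn2−/− controls are all on that slide and in that tier. When the probes in the top 20 rows were left out, 3 genes were past the threshold. These were Gpat3, Slc35f2 (1.89, limma adjusted p 0.0316) and Themis (2.40, limma adjusted p 0.00538). The other 3 genes outside the top rows, Tm4sf20 in row 161, Wfikkn2 in row 182 and an unnamed transcript in row 132, no longer passed in that fit. All but Gpat3 were chosen after their values were seen. The edge leaves the 6 genes outside the top rows unexplained. Several of these genes were dim in some groups. Themis had a mean of 5.48 in WT controls and lower means elsewhere, down to 3.137 in WT CCl4. In Lcn2−/− controls the mean was 4.236 for Slc35f2 and 2.912 for the unnamed transcript. Tm4sf20 had a mean of 2.914 in WT CCl4. At such low signal the sizes of these interactions are uncertain. With signal required on all arrays, 1 gene passed for the interaction. A biological difference stays open for the 6 genes and was not tested further.

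Gpat3 had an interaction of 1.89 (limma adjusted p 0.000299). It fell by 0.19 in WT, from 13.69 to 13.50, and rose by 1.70 in Lcn2−/−, from 10.07 to 11.76, so the levels of the genotypes were closer under CCl4. The upper edge is not a cause here, because Gpat3 lies in row 289 of the array and had a limma adjusted p of 0.000826 without the top rows. Gpat3 lies on chromosome 5, where the genes that differed between controls were enriched (odds ratio 4.52). A variant linked to the genotype in the probe's target or in the gene is a candidate explanation for the difference in level, and it was not tested on sequence. With slide and column together as a block the interaction was 1.91 and its limma adjusted p was 0.0967.

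Signal appeared in control spots that the comparisons do not use. The 95 dim control spots in rows up to 10 were raised against the other dim control spots by 0.85 in Lcn2−/− control 2, against −0.16 to −0.12 in WT controls. All 8 arrays in the lower tier of a slide, WT CCl4 1 included, lay above all 8 arrays in the upper tier, with 0.0037 to 0.86 against −0.21 to −0.12. Within the lower tier the excess was highest in column 2 and lowest in column 4 on both slides. Position on the slide is a candidate explanation. The excess also separates by genotype, because every Lcn2−/− array, at 0.15 or more, lay above every WT array. WT CCl4 1 alone parts genotype from tier, and at 0.0037 it lay above the other WT arrays but below the Lcn2−/− arrays. Because all Lcn2−/− arrays lie in the lower tier, genes with probes in these rows may appear higher in Lcn2−/−. Of the 129 genes that differed between controls, 14 lie in the top rows and 13 of these were higher in Lcn2−/−. Of the 155 under CCl4, 8 lie there.

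By camera, 5 gene sets differed by interaction. The mean interaction was 0.366 for the 4 endothelin system genes, 0.297 for 31 lymphocyte genes, −0.321 for 40 interferon response genes, 0.135 for 71 amino acid metabolism genes and 0.83 for 8 erythroid genes. The camera adjusted p values were 0.0365, 0.0477, 0.00629, 0.00201 and 0.00567, and 4 of 4, 23 of 31, 32 of 40, 53 of 71 and 8 of 8 genes went in the direction of the mean. None passed with fry (adjusted p 0.222, 0.601, 0.789, 0.385 and 0.451) or with the correlation estimated from the data. By Fisher's overlap test the amino acid metabolism set passed (adjusted p 0.00235) and the others did not. With slide and column as a block the interferon response set passed by camera (adjusted p 1.98e-07). The other sets did not pass with that block, with camera adjusted p values from 0.0528 to 0.143. Of 100 draws of the genotype labels within treatment, 75 gave at least 5 sets by interaction when adjusted over all contrasts as here. Adjusted within this contrast 3 sets passed, and 84 of the 100 draws gave as many. Chance cannot be excluded for the number of sets. Over the 16 fits without 1 array, the sets passed in 6, 8, 10, 15 and 13 fits. The interferon response set changed direction, to 0.183, without Lcn2−/− control 3. Blood left in the tissue could raise erythroid genes in single arrays, and was not tested apart from these draws.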

How the results depend on the processing

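The alternatives that block the tier of the slide or slide with column, that leave out 1 array for gene sets, and that leave out the top rows, chromosomes 2 and 5, or count every probe with a 2-fold minimum, were chosen after seeing the data, and the others were planned. Unless a cause is given, the cause was not tested.

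For the counts of genes, 75th percentile scaling and a random block for slide gave values within 1.5 times of those reported in all 5 contrasts. Normexp correction gave 7 genes for the interaction, and the authors' values gave 3, with the other contrasts within 1.5 times. No filter on dim probes gave 216 genes in controls. Requiring signal on all arrays, which tests fewer genes, gave 58 in controls and 1 for the interaction. A variance trend with a robust fit gave 6 for the interaction. Array weights gave 7054 genes in WT, 6954 in Lcn2−/−, 323 between genotypes under CCl4 and 1270 in controls. A 2-fold minimum, which can only lower a count, gave 1887 in WT and 1602 in Lcn2−/−, and every probe with that minimum gave 2420 in WT. Models of only the groups compared, with fewer arrays for the spread, gave 1757 in Lcn2−/− and 93 between genotypes under CCl4. As many WT as Lcn2−/− arrays gave a median of 2492 over the choices.

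Slide as a fixed block gave 1302 genes in WT and 425 in Lcn2−/−, because 1 array then carries the contrast of treatment and slide. Slide with column gave 1378 in WT, 360 in Lcn2−/−, 315 between genotypes under CCl4 and 3 for the interaction. With slide and column, both CCl4 responses rest on 1 pair of arrays, WT control 4 and WT CCl4 1, the only column with both treatments. Among named genes, 9 calls were lost with slide as a block and 15 with slide and column, which include both responses of Col1a1. With the tier of the slide 7 were lost, which include Lcn2 and Lrp2 in both comparisons of genotypes. The tier of the slide as a block gave 79 under CCl4 and 40 in controls. Without the top rows the interaction gave 3. Without chromosomes 2 and 5, which removes genes, there were 43 under CCl4, 64 in controls and 6 for the interaction.

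With the replicate block, the count was 92 between genotypes under CCl4 and 6 for the interaction. That block was fitted over all 4 groups, so it also links same-numbered CCl4 arrays, for which no pairing was seen. It is thus not a paired test of the controls alone. In controls the count was 92 against 129, and the calls of Lcn2, Lrp2, Gpnmb and 4 gene sets changed, as given in the report. The block changed no other call in controls among the named genes and sets.

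The slope was 0.89 over genes past the threshold in WT and 1.06 over those in Lcn2−/−, since choosing genes on 1 response favours it, and 1.07 with slide and column as a block. Fry gave 16 gene set tests, Fisher's overlap test 28, and camera with estimated correlation 0, with 13 at an unadjusted p under 0.05.

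Leaving out 1 array at a time gave 2498 (without WT control 1) to 5110 (without WT control 3) genes in WT, 1683 (without Lcn2−/− control 2) to 3200 in Lcn2−/−, 76 (without Lcn2−/− CCl4 3) to 187 between genotypes under CCl4, 94 to 143 in controls, and 8 (without Lcn2−/− CCl4 4) to 15 for the interaction. The slope ranged from 0.862 (without WT control 3) to 1.12 (without Lcn2−/− control 3), and the gene set tests from 43 to 59.

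Of 2106 values of named genes under an alternative, 1963 kept direction and side of the threshold, 92 no longer passed, 23 newly passed and 28 reversed. Among the reversed, none of the changes passed the threshold as reported except those of H19 and Adamts13, which rest on another probe. They were −0.97 for H19 in Lcn2−/−, on a probe not well above background on any array, so that its direction was not read. For Adamts13 they were 5.28 and 4.89 between genotypes under CCl4 and in controls, on a probe not well above background on any WT array, so that their direction was read but not their size. With slide as a block the response in Lcn2−/− was −0.10 for Slc22a17, −0.086 for Lcn2, 0.64 for Lrp2 and −0.77 for Slc22a7, and that in WT 0.77 for Lrp2. With slide and column it was −0.15 for Slc22a17, −0.55 for Slc22a7 and −0.33 for Acta2 in Lcn2−/−, and 0.044 for Lrp2 and −0.18 for Acta2 in WT. Slc22a17 in Lcn2−/− was −0.015 with the authors' values and −0.013 with the replicate block. Slc22a7 in WT was 0.11 with the tier of the slide, and Lcn2 in WT 0.26 with array weights. Without 1 array, responses in WT ranged from −0.0050 to 0.58 for Acta2, −0.73 to 0.53 for Lcn2, −0.36 to 0.15 for Lrp2 and −0.27 to 0.11 for Slc22a7, and Slc22a17 in Lcn2−/− from −0.094 to 0.18. Signal over background limits the genes whose groups were not well above background, given as bounds.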

Other observations

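The splits for the counts of genes, the permuted slope, the WT subsets, the slide test, the test near Lcn2, Cyp2e1, the clock and the tissue sets were planned, and the other tests were chosen after the result was seen.

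In WT, 1951 genes were raised by CCl4 here, more than the study quoted. The number of genes raised by CCl4 in Lcn2−/− here was 1601. That is higher than the value quoted from the study above. The number of genes lowered in WT here was 2143. That is higher than the value quoted from the study above. The number lowered in Lcn2−/− here was 1367. That too is higher than the quoted value. These counts have no minimum fold change, and the one behind the quoted values is not known here. With at least 2-fold required, 1185 genes were higher and 702 lower in WT, and 1049 higher and 553 lower in Lcn2−/−. The counts for Lcn2−/− are then close to those quoted, while in WT fewer genes changed than quoted. With every probe counted at 2-fold, 1505 were higher and 915 lower in WT, and 1368 higher and 702 lower in Lcn2−/−. Of these, only the lowered count in WT was then below the quoted value, so the comparison depends on how genes are counted.

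The CCl4 responses were tested against other splits of the arrays. In WT 1 of 100 splits, the real one, gave as many genes, and in Lcn2−/− 1 of 35, so chance can be excluded for both. The difference in the number of genes between WT and Lcn2−/− may come from the larger number of WT arrays, since 8 of the 20 WT subsets of matched size gave more genes than Lcn2−/− and 12 did not. Subsets without WT control 3 gave 4260 to 4837 genes, and subsets with it 1936 to 3333. Slide is an unlikely cause of the responses as a whole, because WT CCl4 1, the CCl4 array on slide 1, moved the same way for 98.2% of the 3379 genes found without it, with a relative size of 1.05. For the slope, 94 of 100 permutations of genotype within treatment gave a value as far from 1, so a size that differs between genotypes was not shown. The permuted slopes ran from 0.559 to 1.67, and the 2 largest moves of the slope came from leaving out WT control 3 and Lcn2−/− control 3, so the control arrays nearest the CCl4 arrays could set its value.

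Gene sets called by camera, adjusted within each contrast, were tested against other splits too. As many sets were found in 32 of 100 splits for WT, 8 of 35 for Lcn2−/−, 9 of 100 under CCl4 and 15 of 35 in controls, so chance cannot be excluded for the number of sets in these 4 contrasts. The other splits gave medians of 9, 7, 5 and 9.5 sets, against 11, 11, 12 and 11 for the real groups. Taken singly, the collagens had a p as low in 2 of 100 splits for WT and 1 of 35 for Lcn2−/−, so chance can be excluded for their rise after CCl4. For their difference between genotypes it was 12 of 100 under CCl4 and 8 of 35 in controls. Cell cycle genes had a p as low in 58 of 100 splits for WT, 13 of 35 for Lcn2−/−, 32 of 100 under CCl4 and 11 of 35 in controls. These splits ignore a possible pairing of the controls and the shared columns. In the 7 pairs of an Lcn2−/− and a WT array in the same column of a slide, 3 of controls and 4 of CCl4 arrays, the mean of each set was lower in Lcn2−/− in 7 of 7. The mean difference was −0.269 for collagens, −0.319 for ECM glycoproteins and −0.569 for cell cycle genes (exact permutation p 0.0156 by sign flips, two-sided, the smallest that 7 pairs allow). Within each pair genotype and tier differ together. Of the 9 sets lower in Lcn2−/− under CCl4, 7 were also lower in Lcn2−/− controls and 1 differed by interaction. The number was 3 to 8 over the fits without 1 control array, and 3 without WT control 3. A difference between the genotypes that is present without CCl4 is a candidate explanation for these 7, and chance is another.

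The 155 genes that differed under CCl4 were matched by 3 of 100 splits, the real one included, and the 129 in controls by 2 of 35, so by these splits chance can be excluded for the first count and not for the second. The CCl4 arrays come from other animals and bear on the genes found in controls. The 57 genes shared by both comparisons, all with the same direction, were matched by 1 of 100 splits of the CCl4 arrays, the real one, and no other split gave any, so chance can be excluded for these 57. Direction alone was less decisive. Without Lcn2, 116 of 128 genes found in controls kept their direction under CCl4, which 6 of 100 splits matched, and 69 of the 79 off chromosomes 2 and 5 did, which 5 of 100 matched. For the control genes outside the 57, chance stays open. The splits that gave more genes put together arrays that share a column of a slide. Those under CCl4 put Lcn2−/− CCl4 4 with WT CCl4 1, 4 and 5 (1120 genes), and Lcn2−/− CCl4 1, 3 and 4 with WT CCl4 5 (265 genes). Both join Lcn2−/− CCl4 4 and WT CCl4 5, which share column 4 of slide 2 and whose deviations correlated at 0.64. The split in controls put Lcn2−/− control 3 with WT controls 3 and 4 (756 genes), and Lcn2−/− control 3 and WT control 3 share column 3 of slide 1 (0.552). With slide and column as a block the counts for the real groups were 315 under CCl4 and 189 in controls. Because the control numbers may be paired, the real split was also set against the 8 splits that part the 3 pairs, where it alone gave as many (1 of 8, the next highest gave 2). With so few splits a share under 0.05 cannot be reached, so this is not settled.

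Genes that differed between controls clustered on chromosome 2, where Lcn2 lies, and on chromosome 5. Within 20 Mb of Lcn2 there were 6 (odds ratio 2.82, Fisher's exact p 0.0239), on the rest of chromosome 2 there were 18 (odds ratio 2.76, p 0.000319 by Fisher's exact test), and on chromosome 5 there were 25 (odds ratio 4.52, Fisher's exact p 1.25e-08). Under CCl4 6, 17 and 24 of these kept their direction. Genes of the 2 chromosomes were not enriched in the CCl4 responses, with odds ratios of 0.882 to 0.956. DNA of the strains in which the knockout was made, carried along in Lcn2−/− mice despite the backcross, may explain these genes. The genes that differed between controls ran from 11849263 to 175594210 on the rest of chromosome 2 (mm9). On chromosome 5 they ran from 11605373 to 130475614. A single segment around Lcn2 cannot account for the genes of chromosome 5, which is not linked to that locus. Among genes that differed under CCl4, the rest of chromosome 2 and chromosome 5 were enriched too (odds ratios 3.58 and 5.16, Fisher's exact p 1.7e-07 and 7.86e-12), while the region within 20 Mb of Lcn2 was not (odds ratio 1.93, Fisher's exact p 0.195). Of the genes that differed between controls, the other 79 lie on other chromosomes, so they too are not in a segment linked to the Lcn2 locus. DNA of those strains on these chromosomes, or an effect of a linked variant on genes elsewhere, was not tested and stays open for them. Which sequence variants are present was not analysed here, and a variant under a probe would change its signal without a change in RNA.

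The 2 Adamts13 probes went opposite ways between genotypes. The probe tested measured a mean of 9.01 in WT and 5.80 in Lcn2−/−, where no control array was well above background. The other measured 8.20 in Lcn2−/− and was not well above background on any WT array. WT CCl4 1, in the lower tier of the slide, lay with the WT arrays on both probes (2 of 2), which argues against position on the slide. A variant or a different transcript in Lcn2−/− is a possible explanation and was not tested. Among 6006 genes with several probes, 28 had probes past the threshold in both directions in WT, 11 in Lcn2−/−, and 1 in each comparison of genotypes.

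Genotype and tier of the slide differ together except on WT CCl4 1, so that array was used to part them. On the genes that differed between controls it lay nearer the other WT CCl4 arrays for 81.4%, against 84.5% to 91.5% for those arrays, which argues against position as the cause of most of them. On the genes found under CCl4 without it, the figure was 66.4%, and this was split by chromosome after it had been seen. For genes of chromosomes 2 and 5 it was 84.3%, against 89.6% to 100% for the other WT CCl4 arrays. This again argues against position as the cause of most of these genes. For the other genes it was 55%, against 73% to 94.3% for the other WT CCl4 arrays, so for these genes genotype and position cannot be told apart with 1 array.

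Arrays in the same column of a slide deviated together. The mean r of the deviations from the group means over the 8 column pairs was 0.32, from 0.137 to 0.64, and 2 of 576 pairings of the 2 tiers within slides gave a mean as high (exact p 0.0035). On slide 2, where replicate numbers and columns part, same-column pairs had a mean of 0.29 and same-numbered pairs 0.019. Position on the slide, or a step handled by column, may therefore be what the shared numbers of the controls reflect, and a biological pairing of the controls was not tested.

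WT control 3 lay between the other WT controls and the CCl4 arrays. On the 2542 genes found at 2-fold without it, 45.6% lay nearer the CCl4 than the control level, and a swapped label would place most genes there, which argues against a wrong label. Whether RNA of a CCl4 sample was mixed in could not be settled. That test was run in 3 forms, each chosen after the previous one was seen, and the forms disagreed. Of 8 genes silent in the other WT controls and bright in every WT CCl4 array, 5 (62.5%) were above background in it, which a mixture would give. The share of CCl4 RNA these 8 genes implied ran from −0.0011% to 22%, where a mixture would give 1 share. Over 593 genes raised at least 4-fold, the quartiles of the implied share were 4.89% and 39.4% for the closest of 9 possible donor arrays, a range of 34.6, against at most 9 in the other WT controls, whose shares lie near 0 and so leave less room to spread. Lowered genes implied a median share of 61.7% to 76.4% over the donors, against 16.2% to 39.8% for raised genes. The 2 kinds of gene thus gave different shares, but lowered genes also gave −61.9% to 43.1% in the other WT controls, so this gap does not settle it. Lcn2 was highest on this array, at 17.57, and liver inflammation in that animal is an untested possibility. On genotype, the highest Lcn2−/− array for Lcn2 was 12.25, below every WT array, which argues against a mislabelled genotype.

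The other 3 explanations for the difference between genotypes under CCl4 were tested. Cyp2e1, the enzyme that activates CCl4, differed by 0.0563 between controls (18.88 ± 0.032 in Lcn2−/−, 18.83 ± 0.083 in WT, exact permutation p 0.371). This argues against a much lower level of its RNA in Lcn2−/− without CCl4. Quantile normalization can hold very bright probes near the same value, so a small difference could be missed. The comparison covers controls alone and does not measure activation under CCl4. Clock genes differed, and time of day at sacrifice may contribute. The mean of Arntl and its partners minus that of the Dbp, Per and Nr1d genes was −1.4 lower in Lcn2−/− under CCl4 (exact permutation p 0.0159) and −2 in controls (exact permutation p 0.0571). Of the 9 genes in this measure, Clock was lower under CCl4 by −0.62 (exact permutation p 0.00794, the smallest possible), Arntl lower by −1.22 and Ciart higher by 1.13 (exact permutation p 0.0238 each). For the other 6 the exact permutation p ranged from 0.0794 for Per1 to 0.706 for Nr1d1, which differed by −0.16. An effect of genotype on the clock stays open. Pancreas, fat or muscle in the sample is unlikely, with adjusted p values by camera of 0.615, 0.682 and 0.792 for these sets. Of the 27, 10 and 17 genes listed for these tissues, 9, 7 and 9 were detected in these livers and tested. The 8 erythroid genes tested gave a camera adjusted p of 0.24.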
